A study of Mus musculus with 5 samples.

How the data were processed

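The deposited matrices hold raw UMI counts per feature and droplet barcode, written by Cell Ranger 4 per the file headers. They are unfiltered and list 6794880 droplet barcodes for each of the 5 lanes. Their features are 32285 genes and 17 condition barcodes, which were counted with a feature reference per the labels. Per the labels' protocols, cells were tagged with lipid-anchored barcodes, pooled and loaded to recover 12000 cells per lane. The labels give 493 M, 515 M, 495 M, 452 M and 403 M gene reads and 37 M, 39 M, 38 M, 36 M and 32 M barcode reads for lanes 1 to 5. The labels do not state the genome build, the annotation or the sex of the animals, and they do not define the radial positions further. The barcode table in the labels linked each barcode to its condition.

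Gene IDs and symbols were used as the deposited feature table pairs them. The comparisons, gene lists, marker lists and first set of alternatives were fixed before the data were examined. The test of class shares over position was added later, with the shares known. Values were computed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9. Figures were drawn with matplotlib 3.10.9.

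Droplets were kept with at least 500 gene UMIs, at least 200 genes and at most 15% mitochondrial UMIs. The median barcode profile of a lane, scaled to each droplet, gave the background of each barcode. The scale of a droplet was the median over barcodes of its count divided by the profile, refined in 3 iterations. The difference between the square roots of count and background was divided by its spread in that lane and for that barcode, taken from the lower side of the distribution. This gave a z value. A droplet with at least 50 barcode UMIs and exactly 1 barcode with z above 5 was a singlet. A droplet with at least 2 such barcodes was called a multiplet. The threshold of 5 was fixed after the numbers of calls for thresholds of 3, 4, 5, 6, 8 and 10 had been seen.

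Doublet scores were computed with Scrublet in each lane. Its automatic threshold marked from 0% to 0.905% of droplets per lane. The droplets with the highest 8% of scores in each lane were therefore removed, a share set after seeing that result. The score separated barcode multiplets from singlets only weakly, with areas under the curve from 0.575 to 0.604.

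Droplets that were singlets under any of the barcode calls were clustered together. Counts were scaled to 10000 per droplet and log-transformed. The 2000 most variable genes were chosen with lane as batch, leaving out mitochondrial, ribosomal protein and haemoglobin genes, Malat1 and Gm42418. After scaling, 40 principal components and 15 neighbours with Jaccard weights entered Leiden clustering at resolution 1, which gave 50 clusters. No batch correction was applied to the components. The clusters were not recomputed for each alternative, apart from resolution 2, which gave 76 clusters.

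A cluster was named after the marker list of which the largest share was detected, with at least 3 markers. A marker counted as detected when it was at least 2-fold above the other droplets and present in at least 10% of the cluster. A cluster remained unnamed when the second list came close, when the second share reached 0.5, or when another class had more markers among its 10 leading genes. This rule was revised once after the gene lists of the clusters had been seen and before any result by condition. The limit of 0.5 was set with a cluster in view that held neutrophil and monocyte/macrophage markers. Of the 224 markers, 223 were in the matrix. Clusters with more than 75% of their singlets in lanes 4 and 5 were kept out of all comparisons. Limits of 60%, 70%, 75% and 80% had been tabulated before this limit was set.

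Shares were computed within the immune or non-immune droplets, with exact binomial (Clopper-Pearson) 95% intervals. The share of a day is the mean of its 4 positions with equal weight. For expression, UMIs were summed per class, condition and lane and divided by the sum of the class to give CPM. Log2 ratios used a pseudocount of 10 CPM. Sums carry exact Poisson 95% intervals. The spread is the SD of the value computed in each of the 5 lanes. A group needed at least 50 droplets. Program values are the mean of log2(CPM + 10) over lists of 10 inflammatory, 10 hypoxia/glycolysis, 10 interferon response, 10 proliferation, 8 matrix remodelling and 7 MHC class II genes.

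The genes named in the text come from fixed panels, from the program lists or from a rule fixed in advance. The rule takes, for each class and comparison, the 3 largest increases and the 3 largest decreases of CPM. A gene needed at least 100 CPM in the higher group, at least 30 UMIs over both groups and the same sign in all 5 lanes. It also had to exceed its level in empty droplets in the higher group. Mitochondrial, ribosomal protein, haemoglobin and marker genes, Malat1 and Gm42418 were left out. The text gives a selection of these genes, chosen with their values known.

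Free RNA was profiled in droplets with 10 to 99 UMIs. One alternative estimated its share per class and lane from erythroid genes, subtracted the empty-droplet profile and set negative values to 0. It took the same share from all conditions of a class and lane, so it cannot correct a share that differs between conditions. Its share is too high wherever a class contains haemoglobin for other reasons. At resolution 2, 425 monocyte/macrophage-like droplets lay in a cluster with haemoglobin genes among its leading genes, so over-correction cannot be excluded.

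The expression step was tested on simulated counts drawn from the pooled mean and the sizes of the real groups, with 200 of the 32285 genes changed by known amounts. Only genes with at least 100 CPM were changed or checked, which were 1566 for the first comparison below and 1520 for the second. For monocyte/macrophage-like droplets on day 1 against unwounded skin, 199 of the 200 genes (99.5%) were recovered within 0.25 on the log2 scale. For 2 mm against 8 mm on day 3, 193 of 200 (96.5%) were recovered. In both, 0 of the unchanged genes that were checked moved by more than 1. The counts were Poisson draws without variation between lanes, positions or cells. The simulation therefore tests the calculation and counting error only, not the error of the real data.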

Results

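RNA was measured in single cells of healing and unwounded back skin of C57Bl/6 mice aged 7 to 10 weeks. Each animal received 4 full-thickness wounds with a 4 mm biopsy punch. Immune and non-immune cells were sorted from 4 pooled wounds on days 1, 3, 7 and 14 after wounding. Each wound pool was divided by radial position, labelled 2, 4, 6 and 8 mm. Unwounded skin came from 4 to 6 pooled punches of 8 mm. The 17 conditions were 4 days by 4 positions plus unwounded skin. Each condition was tagged with its own lipid-anchored oligonucleotide barcode (MULTI-seq), so that all conditions could share the same droplet lanes. The tagged cells were mixed and spread over 5 lanes of 10x Genomics 3' chemistry. The 5 deposited samples are these lanes. They are technical splits of 1 pool, and each condition is 1 biological sample. With 1 sample on each side, single conditions were not tested against each other. Only the trends of class shares over position were tested, with the days as blocks. Errors given with ± are SDs over the 5 lanes, which measure technical spread only. Intervals cover counting error only.

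The 5 lanes held 107 M, 117 M, 107 M, 109 M and 105 M gene UMIs (unique molecular identifiers), where M stands for 1000000, for lanes 1 to 5. Barcode UMIs came to 57.1 M, 62.5 M, 56.6 M, 47.4 M and 54.2 M. At least 500 UMIs, at least 200 genes and at most 15% mitochondrial UMIs were found in 84732 droplets. Lanes 1 to 3 held 6901, 10924 and 7175 of them, and lanes 4 and 5 held 27936 and 31796. Their median depth was 8348, 4479.5 and 8149 UMIs in lanes 1 to 3, but 1047 and 1064 UMIs in lanes 4 and 5. The number of droplets with at least 3000 UMIs was similar, from 5455 in lane 4 to 6462 in lane 2. Lanes 1 to 3 and lanes 4 and 5 were therefore also examined apart, and where 2 values follow a result in square brackets they are for lanes 1 to 3 and for lanes 4 and 5.

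Exactly 1 condition barcode stood out in 27618 droplets (32.6%), here called singlets. No barcode stood out in 49416 droplets, and 7698 carried at least 2. The number of singlets was 3421, 4485, 3483, 7691 and 8538 in lanes 1 to 5. It fell to 16177 when a droplet was assigned by the ratio of its highest barcode to the next. After removal of 1849 singlets with high doublet scores, 25769 remained. Of these, 8251 (32.0%) lay in 12 clusters that drew over 75% of their droplets from lanes 4 and 5, and these were kept out of all comparisons. The excluded share was 2.52%, 13.7% and 1.94% in lanes 1 to 3, but 52.4% and 47.3% in lanes 4 and 5. The comparisons used 15216 droplets of 11 marker-defined classes. The lanes contributed 2718, 3203, 2794, 2910 and 3591 of them.

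**Figure D1:**
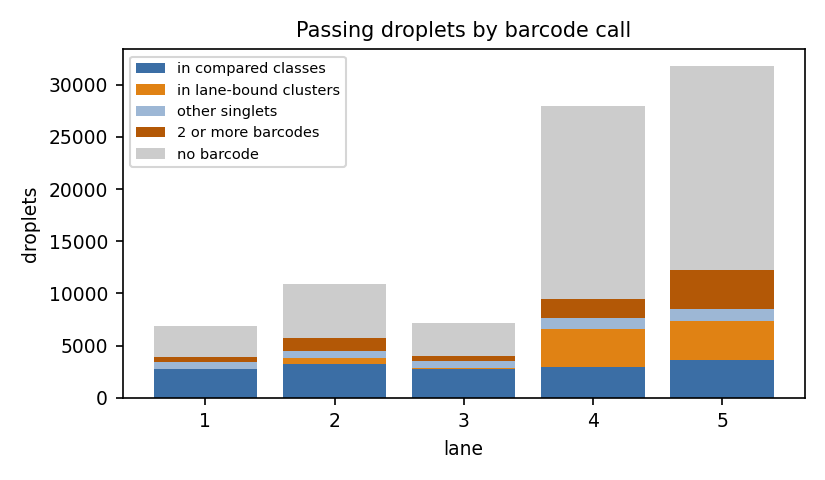
Droplets that passed the filters in each lane (y axis, number of droplets), divided by barcode call and use. Lanes 4 and 5 held 27936 and 31796 droplets, of which 2910 and 3591 were in the compared classes.

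The compared droplets numbered from 68 (day 14, 2 mm) to 1477 (day 3, 4 mm) per condition, and 734 in unwounded skin. Classes are named after marker genes with the ending "-like", because no other measurement of cell identity was examined. Monocyte/macrophage-like droplets were the most frequent, at 5032, with a median of 6761 UMIs. The immune part of the compared droplets ranged from 95.9% (day 1, 2 mm) to 22.6% (day 7, 8 mm) and was 68.4% in unwounded skin. Sorting sets this ratio, so class shares are given within the immune or the non-immune droplets. The share of droplets lost to the excluded lane-bound clusters also differed between conditions, from 11.7% (day 1, 2 mm) to 65.3% (day 1, 8 mm).

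The first comparison addressed how the cell composition of wounds differed from that of unwounded skin over time. A day's share is the mean of its 4 positions with equal weight. Neutrophil-like droplets made up 12.5% ± 4.60 of immune droplets in unwounded skin (exact binomial 95% interval 9.78 to 15.8). They made up 26.5% ± 2.36 [26.9, 24.7] on day 1, 19.5% ± 2.78 on day 3 and 15.6% ± 1.87 on day 7. The day 14 value was 23.1% ± 8.52, with positions from 12.3% to 52.8%, and the highest of these rested on 36 immune droplets. The difference of 13.9 percentage points between day 1 and unwounded skin exceeded the lane SDs. Monocyte/macrophage-like droplets made up 58.1% ± 2.83 [59.8, 54.9] on day 1 and 58.0% ± 4.84 [61.3, 53.2] on day 3. Their share was 45.8% ± 5.29 on day 7 and 34.1% ± 4.03 on day 14, against 40.8% ± 4.57 [42.6, 38.7] in unwounded skin. This result depended on the barcode call. With the ratio call, the difference between day 1 and unwounded skin was -1.80 percentage points instead of 17.3, and that of day 3 was 6.19 instead of 17.2. The change came mostly from unwounded skin, where the share was 55.3% of 273 immune droplets under the ratio call. It was 34.9%, 40.8% and 46.7% there with z above 3, 5 and 8, so it rose as the call admitted fewer droplets. On day 1 it was 55.5%, 58.1% and 58.0% with these thresholds and 53.5% with the ratio call. The cause was not tested, and every comparison by day rests on this reference. At a finer clustering the day 14 difference of -6.77 points became 1.35.

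Dendritic/Langerhans-like droplets fell from 33.3% ± 2.39 of immune droplets in unwounded skin to 9.53% ± 1.03 on day 1. They made up 13.05% ± 2.21 on day 3, 21.7% ± 4.40 on day 7 and 23.1% ± 3.59 on day 14. The day 14 value gave equal weight to 2 mm, where 2 of 36 immune droplets (5.56%) were of this class. With positions pooled the day 14 share was 30.1% (exact binomial interval 26.5 to 33.8), against 33.3% (29.2 to 37.6) in unwounded skin. These intervals overlap, so how far the day 14 share lay below unwounded skin depended on the weight of the positions. The difference of -23.7 points on day 1 kept its sign in every alternative that was run. Its size depended on the barcode call, since the share in unwounded skin was 34.7% with z above 3 and 24.5% with the ratio call. T/NK/innate lymphoid-like droplets made up 5.59% ± 3.43 on day 1 and 19.0% ± 5.78 on day 14, against 10.96% ± 5.41 in unwounded skin. Lane 4 held 11.7% on day 1 and the lanes split into 3.77% for lanes 1 to 3 and 9.85% for lanes 4 and 5. In unwounded skin the same sets of lanes held 7.35% and 15.2%, so the share was lower on day 1 in both. Lane 4 went the other way, with at most 8.70% in unwounded skin. The day 1 difference from unwounded skin was not larger than the lane SD of unwounded skin. That SD does not take account of the pairing of conditions within lanes. B-like droplets numbered 53 in all conditions and were not compared further.

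**Figure D2:**
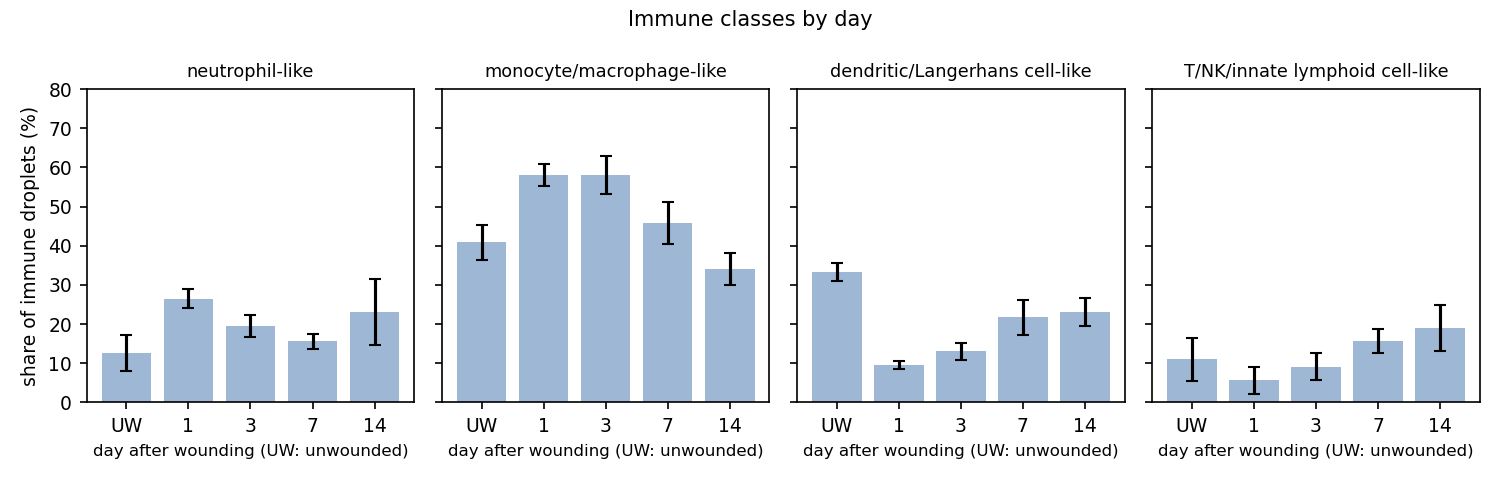
Share of immune droplets (y axis, percent) in 4 immune classes for unwounded skin and each day after wounding. Wound values are the mean of 4 positions and error bars are SDs over 5 lanes. Monocyte/macrophage-like droplets made up 58.1% on day 1 and 40.8% in unwounded skin.

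Shares of non-immune classes varied more between lanes. They also leave out lane-bound clusters in which fibroblast markers came first, among them clusters of 1336 and 1040 singlets before the doublet filter. The compared fibroblast-like droplets numbered 1739. The profile of the first cluster was closer to empty droplets and that of the second to fibroblast-like droplets. In lanes 4 and 5, 54.1% of the second cluster came from day 1 at 8 mm. Fibroblast-like droplets made up 35.9% ± 19.9 of non-immune droplets on day 1 [53.8, 27.9], 33.1% ± 12.5 on day 3, 22.0% ± 3.67 on day 7, 29.2% ± 5.27 on day 14 and 19.8% ± 8.12 in unwounded skin. Keratinocyte-like droplets made up 22.4% ± 9.48 on day 1, 15.03% ± 3.48 on day 3, 30.2% ± 3.87 on day 7 and 28.9% ± 11.7 on day 14. Their share in unwounded skin was 29.3% ± 6.14. The day 7 difference depended on the weight of the positions, at 0.90 points with equal weight and 9.02 with positions pooled (lane SD 7.13). Endothelial-like droplets made up 20.9% ± 8.94 on day 1, 29.3% ± 6.11 on day 3, 22.5% ± 3.44 on day 7 and 26.3% ± 11 on day 14, against 38.4% ± 7.58 in unwounded skin. Unwounded skin gave 232 non-immune droplets.

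The second comparison addressed where in the wound the classes lay, as 2 mm against 8 mm on each day. On day 1, monocyte/macrophage-like droplets made up 63.0% of immune droplets at 2 mm and 42.9% at 8 mm, a difference of 20.1 ± 7.39 points [19.9, 21.8]. On day 3 the shares were 72.6% and 42.6%, a difference of 30 ± 7.80 points [31.4, 26.9]. The day 1 difference ranged from 8.77 points with a barcode threshold of z above 3 to 31.6 with z above 8. On day 7 the difference was 14.4 ± 11.1 points and was positive in 4 of 5 lanes. On day 14 it was -1.46 ± 25.7 points, with 36 immune droplets at 2 mm. Dendritic/Langerhans-like droplets were less frequent at 2 mm than at 8 mm in all 5 lanes on each day. On day 3 they made up 5.56% at 2 mm and 20.4% at 8 mm, a difference of -14.9 ± 4.11 points [-13.8, -15.5]. T/NK/innate lymphoid-like droplets were also less frequent at 2 mm, by 15.2 ± 4.33 points on day 3. The neutrophil-like share did not differ by more than the lane spread on day 1 (-1.22 ± 10.2 points) or day 3 (0.249 ± 6.15 points). It was higher at 2 mm by 12.7 ± 7.65 points on day 7. Keratinocyte-like droplets made up 8.11% of non-immune droplets at 2 mm and 49.0% at 8 mm on day 7, a difference of -40.9 ± 11.2 points [-48.0, -30.5]. On day 3 their difference was -21.1 ± 8.18 points [-26.0, -16.7]. Day 1 showed no such difference (0.05 ± 21.7 points, with 44 non-immune droplets at 2 mm). The day 14 difference of -24.8 ± 45.0 points did not exceed the lane spread. Pericyte/smooth muscle-like droplets were more frequent at 2 mm on day 7, by 24.9 ± 14.7 points [34.4, 11.4].

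The 4 positions of a day are parts of 1 wound pool, so days can serve as blocks. Such a test was chosen after the shares were seen and covered 8 classes. The slope of a share over position was averaged over the 4 days and compared with all 331776 orders of the positions within days (exact permutation test, two-sided, n = 16 conditions). The dendritic/Langerhans-like share rose by 2.60 points per mm (permutation p = 0.000500, Benjamini-Hochberg adjusted 0.00200). It was the only class with a permutation p under 0.05 in all 16 alternatives, the highest being 0.00608 without day 3. The keratinocyte-like share rose by 3.42 points per mm (permutation p = 0.000205, adjusted 0.00164), but by 1.10 (permutation p = 0.300) with lane-bound clusters counted. The T/NK/innate lymphoid-like share rose by 1.71 (permutation p = 0.0119, adjusted 0.0237), with a permutation p from 0.0512 to 0.0767 when day 1, 3 or 7 was left out or lanes 4 and 5 were used alone. The pericyte/smooth muscle-like share fell by 1.69 (permutation p = 0.00751, adjusted 0.0200), with a permutation p = 0.0897 without day 7, 0.162 in lanes 4 and 5 alone and 0.0505 with z above 3. The monocyte/macrophage-like share fell by 2.37 points per mm (permutation p = 0.0779, adjusted 0.124). The neutrophil-like (permutation p = 0.0931), endothelial-like (permutation p = 0.217) and fibroblast-like (permutation p = 0.803) shares had no clear trend in the main setting. The neutrophil-like permutation p was 0.0261 with z above 3 (adjusted 0.0523) and 0.0241 in lanes 4 and 5 alone (adjusted 0.0549). The endothelial-like permutation p was 0.0274 in lanes 4 and 5 alone (adjusted 0.0549) and 0.0328 without day 3 (adjusted 0.0729). The endothelial-like slope ranged from -2.38 to 1.36 over the alternatives. Shares within immune or non-immune droplets are not independent of each other, and 2 mm on day 14 held 36 immune and 32 non-immune droplets. For 2 mm against 8 mm alone, 4 days cannot give a two-sided p below 0.125 in an exact sign-flip test. This value was reached by dendritic/Langerhans-like and T/NK/innate lymphoid-like shares, which were lower at 2 mm on all 4 days.

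**Figure D3:**
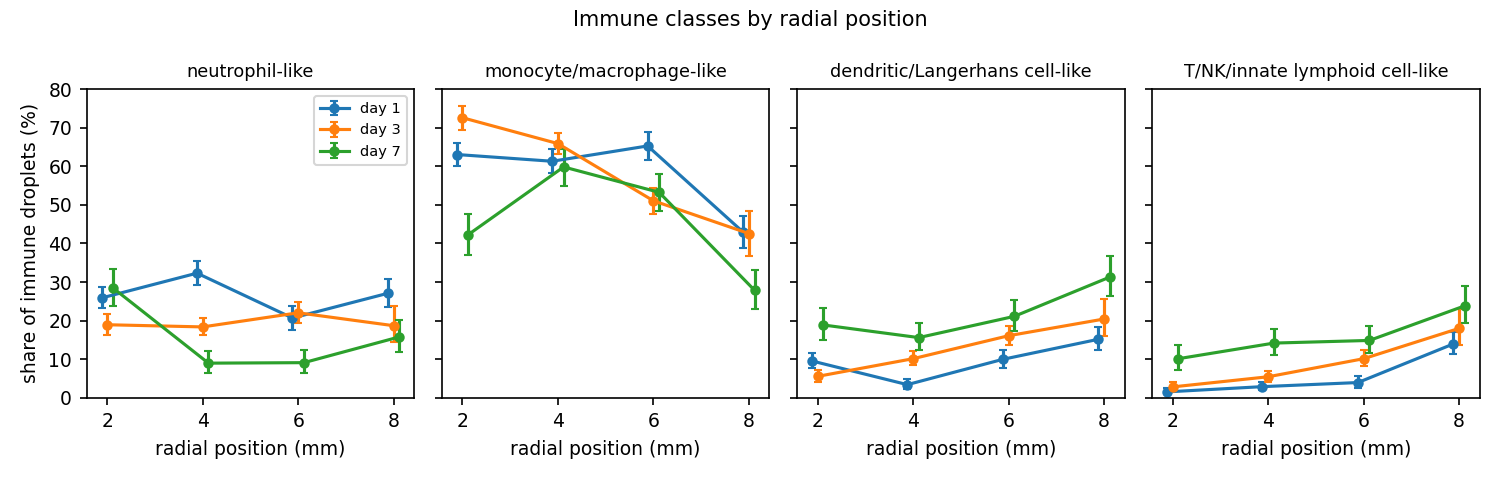
Share of immune droplets (y axis, percent) in immune classes by radial position (x axis, mm) and day. Error bars are exact binomial 95% intervals, which cover counting error only. On day 3 the monocyte/macrophage-like share was 72.6% at 2 mm and 42.6% at 8 mm.

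Expression was compared within classes that had at least 50 droplets in both groups, from UMIs summed per class, condition and lane and scaled to a total of 1000000 (CPM). A day is the mean of its 4 positions with equal weight, including positions with fewer than 50 droplets. In monocyte/macrophage-like droplets on day 14, these were 2 mm with 10 droplets and 4 mm with 45. Program values are the mean of log2(CPM + 10) over a list of genes, with differences on the log2 scale. In monocyte/macrophage-like droplets, day 1 rested on 1942 droplets and unwounded skin on 205. The inflammatory list of 10 genes was higher on day 1 by 2.31 ± 0.78 [2.34, 2.36] and on day 3 by 1.18 ± 0.80, and by 0.39 ± 0.81 on day 7. The hypoxia/glycolysis list of 10 genes was higher by 2.32 ± 0.39 [2.43, 2.16] on day 1 and by 0.92 ± 0.60 on day 3. On day 7 its difference of 0.19 ± 0.52 was within the lane spread. The MHC class II list was lower by 2.43 ± 0.57 on day 1 and by 1.09 ± 0.48 on day 3. It was higher on day 7 by 0.53 ± 0.59, which did not exceed the lane spread. The matrix remodelling list was higher by 1.36 ± 0.17 on day 1, 0.71 ± 0.21 on day 3 and 0.41 ± 0.25 on day 7. Subtraction of free RNA enlarged these differences. It took the same share from all conditions of a class and lane, which cannot shrink the ratio of a gene. The enlargement is therefore no evidence against free RNA as a cause. With the empty-droplet profile subtracted, the day 1 inflammatory difference was 4.61 and that of MHC class II was -4.24.

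Arg1 (ENSMUSG00000019987) stood at 7561 CPM on day 1 and 615 CPM in unwounded skin, a log2 ratio of 3.60 ± 0.60 [3.72, 3.47]. Its ratio was 2.02 ± 0.67 on day 3, 0.18 ± 0.78 on day 7 and 1.76 ± 0.76 on day 14. The day 14 value rested on the small groups at 2 mm and 4 mm. At 6 mm and 8 mm Arg1 stood at 488 and 899 CPM, and with positions pooled the ratio was 1.19. Spp1 (ENSMUSG00000029304) was higher on day 1 by 4.26 ± 1.31, on day 7 by 2.38 ± 1.31 and on day 14 by 2.72 ± 1.21, with 1563 CPM in empty droplets. With positions pooled its day 14 ratio was 1.97, and it stood at 442 CPM at 6 mm and 812 CPM at 8 mm, against 286 CPM in unwounded skin. Ppbp (ENSMUSG00000029372) had the largest increase on day 1 among genes selected by the fixed rule, at 5.39 ± 1.12. Its day 14 value of 2.56 ± 1.45 became -0.03 when CPM was averaged over droplets. Retnla (ENSMUSG00000061100) fell from 8487 CPM in unwounded skin to 35.0 CPM on day 1, a log2 ratio of -7.56 ± 1.04 [-8.01, -6.55]. It remained lower on days 3, 7 and 14, by 7.81 ± 1.19, 4.66 ± 0.82 and 6.53 ± 1.68. Cd163 (ENSMUSG00000008845) was lower by 3.35 ± 0.33 on day 1 and by 1.06 ± 0.70 on day 14 (0.56 with positions pooled). Folr2 (ENSMUSG00000032725) was lower by 3.15 ± 0.29 on day 1 and by 1.73 ± 0.18 on day 3. At the finer clustering, which moved a cluster with high Cd163 and Folr2 (440 of the 5032 droplets) out of the class, the day 3 value of Folr2 was 0.36. Gpnmb (ENSMUSG00000029816) rose from 13.9 CPM in unwounded skin to 369 CPM on day 7, a log2 ratio of 3.99 ± 0.86 [3.63, 4.55]. Fabp5 (ENSMUSG00000027533) was higher on day 7 by 3.12 ± 0.88. Ccl8 (ENSMUSG00000009185) was lower on day 1 by 1.44 ± 0.98 and higher on day 14 by 1.76 ± 1.14, but at the finer clustering its day 1 value was 1.62. Il1b and Cxcl2 also rose on day 1, by 2.32 ± 1.35 and 2.70 ± 1.21, but stood at 1901 and 8298 CPM in empty droplets.

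By position, the inflammatory list in monocyte/macrophage-like droplets was higher at 2 mm than at 8 mm by 1.91 ± 0.35 on day 1 and 1.90 ± 0.45 on day 3. The single genes Il1b and Cxcl2 did not keep this order on day 7. Il1b then stood at 265 ± 77.4 CPM at 2 mm and 1164 ± 806 CPM at 8 mm, and Cxcl2 was lower at 2 mm (-1.26 ± 0.46). The hypoxia/glycolysis list was higher at 2 mm by 1.69 ± 0.25 [1.71, 1.59] on day 1 and by 1.39 ± 0.23 [1.41, 1.44] on day 3. On day 7 it was lower at 2 mm, by 0.94 ± 0.28 [-0.88, -1.06]. The 3 differences had the same sign in all 5 lanes and in each alternative that gave a value. The day 7 contrast rested on 150 droplets at 2 mm and 90 at 8 mm. The MHC class II list was lower at 2 mm by 1.46 ± 0.41 on day 1 and by 2.61 ± 0.61 [-2.57, -2.74] on day 3. With free RNA subtracted, which cannot shrink the ratio of a gene, the day 3 value was -5.29. The matrix remodelling list was higher at 2 mm by 0.76 ± 0.36 [0.86, 0.33] on day 1 and 1.29 ± 0.26 on day 3, and lower by 0.56 ± 0.19 on day 7. The interferon response list was lower at 2 mm by 1.34 ± 0.31 on day 1.

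**Figure D4:**
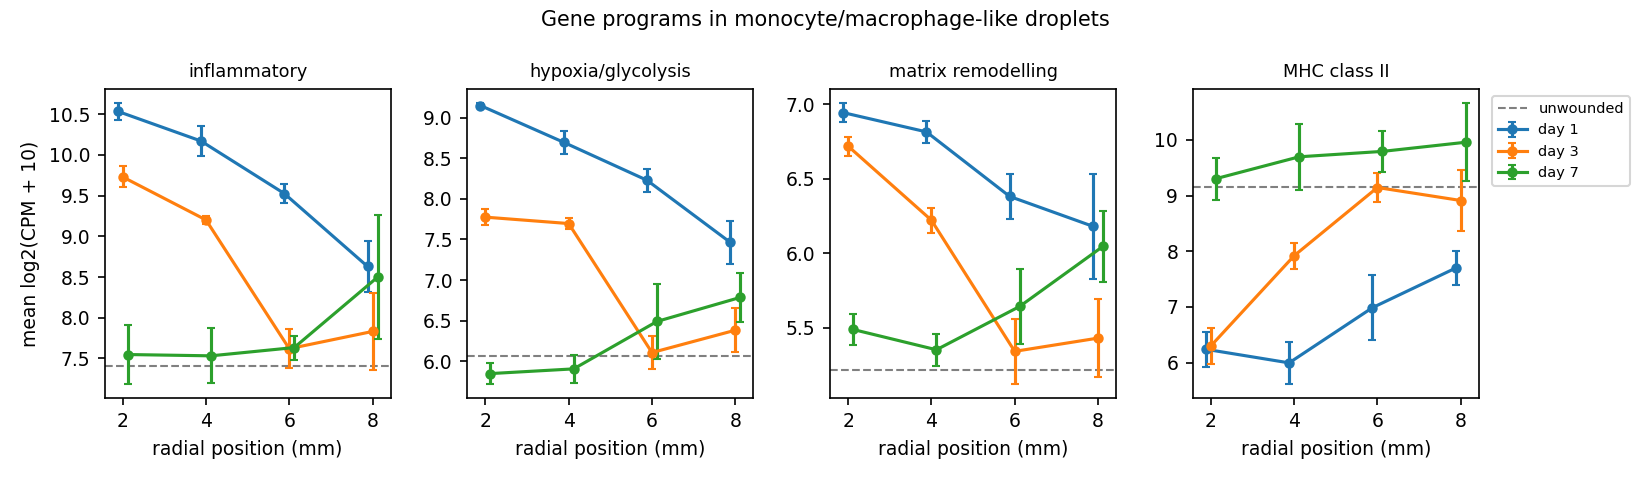
Mean log2(CPM + 10) of 4 gene lists (y axis) in monocyte/macrophage-like droplets by radial position (x axis, mm). Lines are days 1, 3 and 7 with SDs over 5 lanes, and the dashed line is unwounded skin. The hypoxia/glycolysis level fell from 9.15 at 2 mm to 7.46 at 8 mm on day 1 and rose from 5.85 to 6.79 on day 7.

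Among single genes in this class, Arg1 was higher at 2 mm by 1.99 ± 0.45 on day 1 and by 2.67 ± 0.94 on day 3, and lower by 2.50 ± 0.73 on day 7 (266 against 1552 CPM). Hmox1 (ENSMUSG00000005413) stood at 5114 CPM at 2 mm and 527 CPM at 8 mm on day 3, a log2 ratio of 3.25 ± 0.65. Tnf (ENSMUSG00000024401) was higher at 2 mm by 2.59 ± 0.42 on day 1 and 2.85 ± 1.01 on day 3. Ccl8 was lower at 2 mm on days 1, 3 and 7, by 4.33 ± 0.69, 4.94 ± 1.03 and 3.46 ± 2.50. Cd209d (ENSMUSG00000031495) had 3 UMIs at 2 mm on day 3. This is 0.647 CPM (exact Poisson 95% interval 0.134 to 1.89), against 334 CPM (298 to 373) at 8 mm. Trem2 (ENSMUSG00000023992) and Gpnmb were higher at 2 mm on day 7, by 2.18 ± 0.42 and 3.10 ± 1.10. On day 1 they were lower at 2 mm, by 0.81 ± 0.24 and 0.87 ± 0.48. Folr2 was lower at 2 mm on day 7 by 1.71 ± 0.74, but higher by 1.08 at the finer clustering. Members of the Cd209 family, MHC class II genes, keratin genes and histone genes have close relatives in the genome. How reads shared between such genes were counted is not stated, so the values of single members are uncertain.

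Neutrophil-like droplets from unwounded skin numbered 63. The hypoxia/glycolysis list did not differ clearly between day 1 and unwounded skin, and its difference of 0.24 became -0.06 with a barcode threshold of z above 3. Il1b stood at 14753 CPM on day 1 and 16145 CPM in unwounded skin, a log2 ratio of -0.13 ± 0.14. By position, the interferon response list was lower at 2 mm on day 1 by 0.73 ± 0.27. The hypoxia/glycolysis list was higher at 2 mm on day 1 by 0.25 ± 0.17 and lower on day 7 by 1.51 ± 0.70 [-1.38, -1.72]. The day 1 value was 0.96 with the mixed cluster counted as neutrophil-like. On day 7 the 2 groups held 101 and 51 droplets. Lrg1 (ENSMUSG00000037095) had the largest increase at 2 mm on day 7, at 3.26 ± 0.94, and Spp1 the largest decrease, at -3.44 ± 0.65. On day 3, Rsad2 was lower at 2 mm by 3.09 ± 1.55.

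For classes other than monocytes/macrophages and neutrophils, only the largest changes of the selected genes are given. In dendritic/Langerhans-like droplets, the hypoxia/glycolysis list was higher on day 1 than in unwounded skin by 2.05 ± 0.38. The interferon response list was higher by 1.63 ± 0.37 and the proliferation list was lower by 2.02 ± 0.59. Arg1 was higher on day 1 by 4.98 ± 1.15. Retnla was lower on days 1, 3, 7 and 14, with log2 ratios of -5.04 ± 0.70, -6.76 ± 1.37, -4.43 ± 0.90 and -5.53 ± 2.50. Both genes were abundant in monocyte/macrophage-like droplets, so transfer of RNA or mixed droplets cannot be left out of account. Between 2 mm and 8 mm, Ero1l was higher at 2 mm on day 1 by 2.85 ± 1.58, and Trem2 on day 7 by 2.89 ± 0.62. In T/NK/innate lymphoid-like droplets, Gzmb (ENSMUSG00000015437) was lower on day 14 by 2.71 ± 1.64 [-3.68, -0.67]. The hypoxia/glycolysis list was higher on day 1 by 1.33 ± 0.69. Unwounded skin gave 55 droplets of this class.

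Unwounded skin gave 46 fibroblast-like droplets, too few for a comparison by day. On day 3, with 51 droplets at 2 mm and 63 at 8 mm, Serpinb2 (ENSMUSG00000062345) was higher at 2 mm by 3.95 ± 1.55. Col11a1 (ENSMUSG00000027966) was lower by 4.53 ± 1.55 and Pi16 by 1.96 ± 0.90. In keratinocyte-like droplets, Hist1h2ap (ENSMUSG00000094777) was higher on day 7 by 4.75 ± 1.51 [5.00, 2.61]. The proliferation list was higher on day 7 by 1.80 ± 0.93 [2.22, 0.99]. On day 1 it did not rise (-0.07 ± 0.89), though it was 1.12 with positions pooled. The values of Krt16 and Krt6a depended on lane 2. Without lane 2 the log2 ratio of Krt16 on day 1 was 4.85 instead of -2.25, and on day 7 it was 0.08 instead of -6.89. That of Krt6a on day 7 was 2.90 instead of -3.65. In endothelial-like droplets, Timp4 (ENSMUSG00000030317) was lower on day 1 by 3.46 ± 1.09 and on day 3 by 2.13 ± 0.94. Igfbp3 was higher on days 1 and 3, by 3.61 ± 1.35 and 3.64 ± 2.04. Lpl was lower on day 7 by 1.92 ± 0.38 and on day 14 by 2.80 ± 1.34. The proliferation list in this class was decided by lane 3, without which its day 3 difference was 1.98 instead of -0.36. In pericyte/smooth muscle-like droplets on day 7, Col15a1 was higher at 2 mm by 3.18 ± 1.89 and Tcf15 was lower by 3.78 ± 1.13.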

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

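The test of clusters found in almost 1 lane was chosen after its result was seen, as were the alternatives with barcode thresholds of z above 3 and z above 8, lanes 1 to 3 only, other treatments of lane-bound clusters, and the mixed cluster counted as neutrophil-like.

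Of 69 measures compared across the 5 lanes, 11 had 1 lane far from the other lanes by Dixon's ratio (critical value 0.71). Chance alone gives about 1 in 20, or 3.45 of 69. Lane 5 stood apart in 4 measures and lane 4 in 3. Lane 2 had 117 M gene UMIs, against 105 M to 109 M in the other lanes. It also had the most gene reads per the labels, at 515 M, and library depth remains open as the reason.

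The next measures are percentages of a lane's singlets given to a condition. Lane 4 gave 29.4% to day 1 at 8 mm, where the other lanes gave 3.88% to 8.81%. It gave 9.14% to day 7 at 6 mm (other lanes 5.06% to 6.09%). Lane 5 gave 1.32% to day 14 at 2 mm (0.201% to 0.507%), 7.06% to day 14 at 4 mm (2.05% to 3.17%) and 8.76% to day 14 at 8 mm (7.76% to 7.98%). All lanes drew on 1 mixed pool, so a biological difference between conditions cannot differ between lanes. One candidate explanation is RNA and barcodes of a few cells or clumps spread over many droplets. In lane 4, a cluster of 43 droplets had 97.7% of its droplets in the condition day 1 at 8 mm. That condition made up 26.7% of the singlets of the lane after the doublet filter. This is what the explanation requires, in a cluster picked out with its lane known, and it covers that cluster only. The other 2 clusters found in almost 1 lane met it less well. In lane 5, 53.1% of the droplets of 1 cluster were in day 3 at 4 mm, and 75% of another were in day 7 at 8 mm. For the day 14 conditions in lane 5 and for day 7 at 6 mm in lane 4, the cause remains open. Over all lanes, 65.3% of the singlets of day 1 at 8 mm that remained after the doublet filter lay in clusters kept out of the comparisons.

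Among class shares, the neutrophil-like share on day 7 was 19.1% in lane 3, with a mean of 15.6%. T/NK/innate lymphoid-like droplets made up 11.7% in lane 4 on day 1 (mean 5.59%) and 19.6% in lane 5 in unwounded skin (mean 10.96%). Keratinocyte-like droplets made up 40% of the non-immune droplets of unwounded skin in lane 2, with a mean of 29.3%. Endothelial-like droplets on day 1 made up 40% in lane 3, with a mean of 20.9%. Unwounded skin gave 232 non-immune droplets over the 5 lanes, and day 1 gave 678. Counting error and a technical difference between lanes remain open. No biological explanation was tested, since the lanes share their cells.

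In monocyte/macrophage-like droplets, the hypoxia/glycolysis list was higher at 2 mm than at 8 mm on day 1 (1.69) and day 3 (1.39) and lower on day 7 (-0.94), with these signs in all 5 lanes. The difference between days was not tested, because each day is 1 pool of wounds. Unequal depth is not the whole cause, since with all droplets thinned to 2000 UMIs the day 7 difference was -0.80, and those of days 1 and 3 were 1.35 and 1.46. Thinning left out 30 of the 90 droplets at 8 mm on day 7. Free RNA remains open. Subtracting the empty-droplet profile gave -1.63 on day 7, but it took the same share from both positions, which cannot shrink the ratio of a gene. A larger share of free RNA at 8 mm, where the median was 3500.5 UMIs against 14591.5 at 2 mm, was not tested. A stricter barcode threshold of z above 8 gave -1.17, so droplets given to the wrong condition do not account for it. Over the 18 alternatives with a value, the day 7 difference ranged from -1.63 to -0.64. The values were -0.88 in lanes 1 to 3 and -1.06 in lanes 4 and 5. A change of the cells present in the class, the dissection of the wound pools and a biological change between days remain open and were not tested.

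Further differences by position in this class changed sign between days in all 5 lanes, again without a test of the difference. The matrix remodelling list was higher at 2 mm on day 1 (0.76) and day 3 (1.29) and lower on day 7 (-0.56). Arg1 had differences of 1.99, 2.67 and -2.50 on days 1, 3 and 7, and Cxcl2 of 1.79, 2.19 and -1.26. Free RNA also remains open for these genes, and Cxcl2 stood at 8298 CPM in empty droplets. Gpnmb went from -0.87 on day 1 to 3.10 on day 7, and Trem2 from -0.81 to 2.18. Each of these kept its sign in every alternative that gave a value. In neutrophil-like droplets, the hypoxia/glycolysis list was higher at 2 mm on day 1 (0.25) and lower on day 7 (-1.51). The day 1 value ranged from 0.12 with per-droplet CPM to 0.96 with the mixed cluster counted. The day 7 value rested on 51 droplets at 8 mm and had a value in 8 alternatives, from -1.72 to -1.20. Position in the wound and day remain open as biological explanations, beside a changing mix of cells within each class.

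Against unwounded skin, the interferon response list of monocyte/macrophage-like droplets was higher on day 1 (0.48) and lower on days 3 and 7 (-0.91 and -0.90). The signs held in all 20 alternatives, and the differences between days were not tested. H2-Ab1 was lower on day 1 (-2.32) and higher on day 7 (0.82), but -0.25 on day 7 at the finer clustering. Trem2 was lower on day 1 (-0.32) and higher on days 3 and 7 (1.15 and 1.27), but 0.0419 on day 1 at the finer clustering. Ccl8 was lower on day 1 (-1.44) and higher on days 7 and 14 (0.93 and 1.76), but 1.62 on day 1 at the finer clustering. Its day 7 value was 0.0950 with positions pooled and 2.31 at the finer clustering. The day 1 signs of Trem2 and Ccl8 and the day 7 sign of H2-Ab1 thus depended on which clusters the class contained. In dendritic/Langerhans-like droplets the interferon response list was higher on day 1 (1.63) and near 0 on day 14 (-0.0301, range over alternatives -0.63 to 0.22). The day 14 sign carries no weight, since 13 of 20 alternatives kept it. Day remains open as a biological explanation and was not tested.

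Of the droplets outside all comparisons, 354 formed a cluster with mast cell/basophil markers. Lanes 4 and 5 supplied 80.2% of them, so the cluster was kept out. Its median depth was 1016.5 UMIs. Its share of the kept singlets ranged from 0% to 5.09% over conditions, with the maximum on day 3 at 8 mm and 1.46% in unwounded skin. Whether its droplets hold cells or mostly free RNA was not settled. The correlation of its profile was higher with empty droplets than with any compared class, at 0.897 against 0.859, but this order held in lane 5 only (differences of -0.00121 in lane 4 and 0.0506 in lane 5). No compared class shares its markers. No biological explanation was tested.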

How the results depend on the processing

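The alternatives with barcode thresholds of z above 3 and 8, with lanes 1 to 3 only, with lane-bound clusters counted or bounded at 60%, and with the mixed cluster counted as neutrophil-like were chosen after seeing the data. The main results followed through them were also chosen with their values known.

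The text draws on 746 results, of which 388 had the same sign in all 5 lanes. Under 20 alternatives these gave 11902 values. Of these, 11278 stayed near the value reported and 601 moved further. Near means within 1 lane SD, but within 1.5-fold for the number of assigned droplets, which stayed in 8 of 11 alternatives. A change of sign counted as a reversal where the sign was the same in all 5 lanes, and 23 values of 17 results were reversals. These limits are wide for results that vary between lanes. Without lane 3, Mki67 in endothelial-like droplets on day 1 went from -0.06 to 2.31 and counted as near, with a lane SD of 3.72. Krt16 in keratinocyte-like droplets on day 1 went from -2.25 to 4.85 without lane 2 and was not a reversal. The number of near values thus does not show that results are stable. A minimum of 1000 UMIs moved 0 of 643 results. The finer clustering moved 85 of 545 and reversed 10. Per-droplet CPM moved 96 of 680, subtraction of free RNA 82 of 680 and the ratio call 54 of 427. Alternatives with fewer droplets left groups under 50 and gave no value for up to 428 results (lanes 1 to 3 only). The trends of shares over position, with days as blocks, were tested under 16 alternatives of their own, also chosen after seeing the data. The keratinocyte-like slope of 3.42 points per mm ranged from 1.10 to 4.60. That of dendritic/Langerhans-like droplets ranged from 1.94 to 3.08, T/NK/innate lymphoid-like from 1.45 to 2.17 and pericyte/smooth muscle-like from -2.51 to -0.83. The permutation p of the monocyte/macrophage-like slope ranged from 0.00590 with z above 8 to 0.360 without day 3.

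The main results, given in the paragraph on lanes left out, kept their direction under each alternative with a value. The keratinocyte-like share, 2 mm minus 8 mm on day 7, ranged from -51.8 to -34.2 points. That of monocyte/macrophage-like droplets on day 3 ranged from 25.5 to 35.1 points. The sizes of other main results moved as follows, and except for resolution 2 and the number of droplets the cause was not tested.

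With at most 5% mitochondrial UMIs, 18217 droplets were assigned, and the dendritic/Langerhans-like share, 2 mm minus 8 mm on day 3, was -19.5 points. With the ratio call, 16177 droplets were assigned. Shares on a day minus unwounded skin were then 20.2 points for neutrophil-like droplets on day 1, 6.19 for monocyte/macrophage-like droplets on day 3, -15.1 for dendritic/Langerhans-like droplets on day 1, and -1.80 (reversed) for monocyte/macrophage-like droplets on day 1. The hypoxia/glycolysis difference between 2 mm and 8 mm in monocyte/macrophage-like droplets was 1.09 on day 3 and -1.36 on day 7. Lanes 1 to 3 alone held 11389 assigned droplets. Numbers fell because these settings admit fewer droplets or lanes.

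At resolution 2, the monocyte/macrophage-like share on day 3 minus unwounded skin was 24.4 points and that of dendritic/Langerhans-like droplets on day 1 was -26.8. In monocyte/macrophage-like droplets on day 1 against unwounded skin, hypoxia/glycolysis was 1.71 and MHC class II -3.29. Between 2 mm and 8 mm, hypoxia/glycolysis was 1.15 on day 3 and -1.26 on day 7, and MHC class II on day 3 was -3.42. The monocyte/macrophage-like share on day 14 minus unwounded skin reversed to 1.35 points. In the same class, reversed values against unwounded skin were 0.0419 for Trem2 and 1.62 for Ccl8 on day 1. On day 3 they were 0.0696 for Mrc1 and 0.36 for Folr2, on day 7 -0.22 for Fn1 and -0.25 for H2-Ab1, and on day 14 0.0825 for Folr2. Between 2 mm and 8 mm on day 7, Mrc1 reversed to 0.0692 and Folr2 to 1.08. Of the 5032 droplets of this class, 4117 stayed in it at resolution 2, 885 left the compared classes and 30 changed class. A cluster led by Cd209f and Retnla, with Cd163 and Folr2, held 440 of the 885, which got no name. A cluster with haemoglobin genes, named outside the compared classes, held 425.

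With CPM averaged over droplets, hypoxia/glycolysis in monocyte/macrophage-like droplets was 1.84 on day 1 against unwounded skin and 1.36 between 2 mm and 8 mm on day 1. Mrc1 on day 7 reversed to 0.14 and Ppbp on day 14 to -0.0257. A pseudocount of 1 CPM gave 1.63 for hypoxia/glycolysis between 2 mm and 8 mm on day 3. Subtraction of free RNA gave 4.61 (inflammatory), 3.04 (hypoxia/glycolysis) and -4.24 (MHC class II) on day 1 against unwounded skin. Between 2 mm and 8 mm it gave 1.86 for hypoxia/glycolysis and -5.29 for MHC class II on day 3, and -1.63 for hypoxia/glycolysis on day 7.

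With z above 3, the monocyte/macrophage-like share, 2 mm minus 8 mm on day 1, was 8.77 points and the dendritic/Langerhans-like share on day 3 was -10.6. Hypoxia/glycolysis between 2 mm and 8 mm on day 7 was -0.64, and in neutrophil-like droplets on day 1 against unwounded skin it reversed to -0.0607. With z above 8, the monocyte/macrophage-like share, 2 mm minus 8 mm on day 1, was 31.6 points. The dendritic/Langerhans-like share on day 1 minus unwounded skin was -19.2 points, and hypoxia/glycolysis between 2 mm and 8 mm on day 3 was 1.08. With the mixed cluster counted, the neutrophil-like share on day 1 minus unwounded skin was 20.3 points, and Dusp2 in neutrophil-like droplets on day 7 reversed to -0.0998.

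The interferon response list in dendritic/Langerhans-like droplets on day 14 against unwounded skin (-0.0301) had no stable sign. It was 0.14 with at most 5% mitochondrial UMIs, 0.0953 with positions pooled, 0.0184 with free RNA subtracted, 0.0618 with z above 3 and 0.22 with z above 8. Leaving out lanes in turn gave -0.63 to 0.0689, with 0.0689 without lane 2 and 0.00397 without lane 4. Mki67 in monocyte/macrophage-like droplets on day 7 against unwounded skin (-0.67) was 0.27 with at most 5% mitochondrial UMIs.

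With each lane left out in turn, 19080 to 24197 droplets were assigned. The neutrophil-like share on day 1 minus unwounded skin was 12.6 to 15.5 points, the monocyte/macrophage-like share on day 3 was 15.5 to 18.8 and the dendritic/Langerhans-like share on day 1 was -24.5 to -23.1. For 2 mm minus 8 mm, monocyte/macrophage-like shares were 18.2 to 21.7 on day 1 and 28.4 to 33.1 on day 3. The dendritic/Langerhans-like share on day 3 was -15.9 to -13.5 and the keratinocyte-like share on day 7 was -46.8 to -38.4. On day 1 against unwounded skin, the inflammatory list was 2.12 to 2.53, hypoxia/glycolysis 2.24 to 2.49 and MHC class II -2.56 to -2.22. Between 2 mm and 8 mm, hypoxia/glycolysis was 1.62 to 1.72 on day 1, 1.34 to 1.48 on day 3 and -1.04 to -0.86 on day 7, and MHC class II on day 3 was -2.80 to -2.39. Single lanes decided keratin and proliferation values of small classes. Without lane 2, Krt16 in keratinocyte-like droplets on day 3 was 2.19 instead of -4.71. Without lane 3, the proliferation list of endothelial-like droplets on day 1 was 1.45 instead of -1.02.

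Depth limits the small groups. Unwounded skin gave 63 neutrophil-like and 55 T/NK/innate lymphoid-like droplets. No class had 50 droplets at both 2 mm and 8 mm on day 14.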

Other observations

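The tests of the barcode read totals and of the largest lane-bound cluster were chosen after their results were seen. So were the UMIs of neighbouring droplet barcodes and the values for marker sets by lane.

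Lanes 4 and 5 held a surplus of droplets with few UMIs, although all lanes drew on 1 pool and held similar totals of gene UMIs. Droplet barcodes read with 1 wrong base do not explain it. Of the passing droplets of lanes 4 and 5, 0% had another passing droplet of the lane 1 base away. That share alone cannot decide, because it was also 0% between different lanes, where such reads play no part. The UMIs of listed neighbours can decide, as 42.2% and 42.1% of the droplets had a neighbour that such reads could reach. These neighbours did hold UMIs (51.7% and 50.2% had at least 1), but at most 168 and 303, below the minimum of 500. Droplets that hold only free RNA are a candidate explanation for the largest of the 12 lane-bound clusters, with 4368 singlets and haemoglobin genes at its head. Across genes, which are not independent replicates, its profile correlated at 0.979 with the empty-droplet profile and at 0.878 with the closest class. Free RNA alone does not cover all 12 clusters. In 4 of them, with 1744 of 9379 singlets, the profile was closer to a named class than to empty droplets. Damaged cells or fragments remain open for these, and this was not tested. No biological explanation was tested, as the lanes share their cells.

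A cluster with neutrophil and monocyte/macrophage markers was left in no class. It held from 0% of the kept singlets (day 14, 2 mm) to 11.8% (day 1, 6 mm). Free RNA of neutrophils does not account for it, since 19 of the 19 neutrophil markers with a value stood at least 2-fold above their level in empty droplets, with a median ratio of 3.54. Of 22 monocyte/macrophage markers, 12 passed the same limit, with a median ratio of 2.05. Free RNA of monocytes/macrophages in neutrophil droplets therefore remains open. The pairing of 2 cells in 1 droplet by chance could not be told apart from other sources. Of the called droplets with both marker sets, 26.1% carried at least 2 condition barcodes (exact binomial 95% interval 24.8 to 27.5). The shares were 14.96% with neutrophil markers only and 19.7% with monocyte/macrophage markers only. Lane 5 raised the first share, which was 17.7%, 24.0%, 17.5%, 21.1% and 32.1% in lanes 1 to 5. Lane 5 was also highest for droplets with neutrophil markers only (18.8%) and with monocyte/macrophage markers only (28.4%). Its excess was thus not specific to droplets with both sets. Lanes 4 and 5 held 4487 and 5643 of the 11639 droplets with both sets. Their medians were 807 and 850 UMIs, against 10600, 2017 and 12040 in lanes 1 to 3. For both sets, random pairs of the mixed pool would have given 23.9% by the estimate used. Without lane 5 the share was 20.9% and the estimate 26.3%, so the comparison turned on 1 lane. Even with chance pairs, droplets with both marker sets that carry 1 barcode would remain. Pairs or engulfed cells formed before pooling also remain open. Of the 6 conditions with the highest product of both class shares, 5 were among the 6 with the most droplets of the mixed cluster, which chance pairs within a condition would give as well. A cell state that expresses both sets was not tested.

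Over 15216 compared droplets there were 125234 UMIs of Xist and 2 UMIs of 4 Y-linked genes. Xist ranged from 452 to 1151 CPM over conditions, 2.54-fold. Animals of different sex in different conditions are excluded by the near absence of Y-linked UMIs, which a pool with male cells would contain. The range of Xist was not explained.

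The matrices hold more barcode UMIs than the labels give barcode reads in every lane. The ratios were 1.54, 1.60, 1.49, 1.32 and 1.69 for lanes 1 to 5. Since a UMI needs at least 1 read, the lowest ratio of 1.32 excludes that the labels' totals cover all barcode reads behind the matrices. Which further reads entered was not tested.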
